# Transcriptome Profile Analysis of Breast Muscle Tissues from High or Low Levels of Atmospheric Ammonia Exposed Broilers (*Gallus gallus*)

**DOI:** 10.1371/journal.pone.0162631

**Published:** 2016-09-09

**Authors:** Bao Yi, Liang Chen, Renna Sa, Ruqing Zhong, Huan Xing, Hongfu Zhang

## Abstract

Atmospheric ammonia is a common problem in poultry industry. High concentrations of aerial ammonia cause great harm to broilers' health and production. For the consideration of human health, the limit exposure concentration of ammonia in houses is set at 25 ppm. Previous reports have shown that 25 ppm is still detrimental to livestock, especially the gastrointestinal tract and respiratory tract, but the negative relationship between ammonia exposure and the tissue of breast muscle of broilers is still unknown. In the present study, 25 ppm ammonia in poultry houses was found to lower slaughter performance and breast yield. Then, high-throughput RNA sequencing was utilized to identify differentially expressed genes in breast muscle of broiler chickens exposed to high (25 ppm) or low (3 ppm) levels of atmospheric ammonia. The transcriptome analysis showed that 163 genes (fold change ≥ 2 or ≤ 0.5; *P*-value < 0.05) were differentially expressed between Ammonia25 (treatment group) and Ammonia3 (control group), including 96 down-regulated and 67 up-regulated genes. qRT-PCR analysis validated the transcriptomic results of RNA sequencing. Gene Ontology (GO) functional annotation analysis revealed potential genes, processes and pathways with putative involvement in growth and development inhibition of breast muscle in broilers caused by aerial ammonia exposure. This study facilitates understanding of the genetic architecture of the chicken breast muscle transcriptome, and has identified candidate genes for breast muscle response to atmospheric ammonia exposure.

## Introduction

Ammonia (NH_3_) as a toxic gas is recognized as one of the most prominent contaminants in buildings housing broiler chickens for many years [1]. Ammonia mainly originates from the decomposition of the nitrogen-containing excretion from the kidneys and the gut of birds [2,3]. Atmospheric ammonia is a common problem in poultry houses and longtime exposure to ammonia can adversely affect bird performance and profit [4–6].

Abundant reviews and research articles have shown that high concentrations of atmospheric ammonia (higher than 25 ppm) can be detrimental to bird health and performance [7–11]. In these experiments, poultry are often exposed to levels of over 50 ppm ammonia or more, sometimes even excessively high up to 100~200 ppm [4,10,12–14]. This sort of high levels of ammonia is in fact unrealistic in modern commercial broiler industry. In production practice, throughout the whole production period, the typical range of mean aerial ammonia concentrations in poultry houses were between 5 and 30 ppm [15,16]. It has been suggested that ammonia should not exceed 25 ppm in poultry houses [1]. Furthermore, the recommended exposure limit for ammonia of 25 ppm is based on human safety rather than animals' consideration. However, until now, plenty of research have demonstrated that the levels of 25 ppm ammonia have adverse effects on the production and health of poultry. Caveny et al. found that birds exposed to 25 ppm of ammonia for 42 days resulted in decreased feed efficiency [17]. Anderson et al. provided the evidence that ammonia at concentrations of 25 ppm could impair the mucous flow and ciliary action of respiratory tract in broilers [18]. Different research team have shown that body weights of broilers were reduced varying degrees at 25 ppm ammonia treatment [10,14,19,20].

To date, numerous studies mainly focus on the impact of gaseous ammonia on respiratory system and performance in broilers [21,22]. Research on the impact of ammonia on breast muscle tissue of broiler chickens are scarce. Breast meat production and yield is essential important for consumers worldwide. The profitability of broiler industry is largely determined by the increasing proportion of prime parts in the carcass, mainly breast meat [23,24]. Charles and Payne revealed that ammonia exposure bring about a significant increase in breast blisters on broilers [25]. It has been shown that broilers exposed to atmospheric ammonia result to a reduction in body weight and meat yield of broilers, but the possible mechanisms not to be involved [10].

Based on previous research, the present study investigated the effect of ammonia at levels of 25 ppm on breast muscles, and utilized high throughput RNA sequencing technology to deeply explore the molecular mechanisms and candidate genes related to ammonia exposure. Therefore, the objectives of the work described in this paper were to determine the effect of 25 ppm atmospheric ammonia exposure on broiler performance, gene expression changes and molecular mechanisms associated with breast muscle development underlying aerial ammonia exposure. This study provides a theoretical basis for reducing ammonia concentrations, improving air quality and animal welfare in broiler industry.

## Materials and Methods

### Ethics Statement

All procedures were authorized by the Institutional Animal Care and Use Ethics Committee of Chinese Academy of Agricultural Sciences and all broiler treatments were carried out in accordance with the Regulations for the Administration of Affairs Concerning Experimental Animals of the State Council of the People's Republic of China. The minimum number of broilers was used and every effort was made to reduce their discomfort and stress.

### Experimental Animals and Ammonia Exposure Treatments

A total of ninety-six 1-day-old male Arbor Acres (AA) broiler chicks were purchased from a commercial hatchery in Beijing (Beijing Arbor Acers Broiler Co., Beijing, China). All birds were housed in individual wire-bottom cages in an environmentally controlled room under standard brooding practices. Then, 21-day-old AA broilers with close body weights were divided into two groups for Ammonia3 (control group) and Ammonia25 (treatment group), so that the birds with insignificant mean weight for each group were exposed to different levels of aerial ammonia. Each group had 8 replicates, 6 birds per replicate. Ammonia exposure chambers were two separate 4500 × 3000 × 2500 mm (length × width × height) sealed units. Broilers in the control group were kept at 3 ± 3 ppm ammonia during the experimental period. Broilers in the treatment group were raised in a separate chamber for the same period, and the concentration of ambient ammonia was kept at 25 ± 3 ppm. During the entire experiment, the concentration of ammonia in both chambers was monitored using the instrument LumaSense Photoacoustic Field Gas-Monitor Innova-1412 (Santa Clara, CA, USA) [21]. Birds were reared in two programmed artificial climate chambers and fed a corn-soybean basal diet. The diet during the experiment was formulated to achieve the National Research Council (NRC, 1994) recommended requirements for all nutrients (S1 Table). Body weight and feed consumption were recorded weekly for feed conversion ratio evaluation. This study was conducted in the State Key Laboratory of Animal Nutrition, Changping District, Beijing, China.

### Sample Collection

At day 42, all birds were weighed after a 12 h-fasting (12 h food withdrawal) period. Production parameters (n = 48) including average daily feed intake, body weight gain and feed-conversion ratio were determined. To examine the slaughter performance, the chickens were euthanized by manual cervical dislocation and then exsanguinated for tissue sampling. Slaughter rate, half net carcass rate and whole net carcass rate were determined. Samples of breast muscles were quickly dissected and weighed, then rapidly frozen in liquid nitrogen, and stored at -80°C for further transcriptome (RNA sequencing) and qRT-PCR analyses.

### Total RNA Extraction and cDNA Library Construction

Breast muscles of the 4 randomly selected broilers (2 birds per group) were separately ground in frozen state in liquid nitrogen [26]. Total RNA of breast muscle tissue was isolated with TRIzol reagent (Invitrogen, USA) according to the manufacturer's instructions. The concentrations of RNA samples were measured using the NanoDrop 2000 (Nanodrop Technologies, Wilmington, DE). Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) was utilized to assess the integrity of the total RNA (RIN number > 8.0). The total RNA with lowest quality was not used for further study.

Sequencing libraries were generated using the TruSeq RNA Sample Prep kit v2 (Illumina, San Diego, CA) following manufacturer's instructions. Briefly, mRNA was extracted from total RNA using oligo (dT) magnetic beads (Invitrogen, USA) and cleaved into short fragments of about 200 bases. These fragmented mRNAs were then used as templates for cDNA synthesis. The cDNAs were then PCR amplified to complete the library. After PCR enrichment, cDNA quantity and quality were assessed using a NanoDrop 2000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). After construction, the 4 cDNA libraries were normalized, as suggested by the manufacturer, to 10 nmol/μl using Tris buffer (10 mmol Tris-HCl, 0.1% Tween 20, pH 8.5).

### Transcriptome Sequencing and Bioinformatics Analysis

The paired-end high throughput transcriptome sequencing was performed on the Illumina HiSeq 2000 sequencing platform. The raw data generated from the Illumina Hiseq platform were filtered using a quality control analysis, clean reads were obtained by removing low quality reads (threshold quality, 20; threshold length, 50 bp) as well as reads containing adapter sequences, ploy-N and the sequencing primer from the raw data. At the same time, Q30, GC-content and sequence duplication level of the clean data were calculated. The clean reads were mapped to the *Gallus gallus* genome (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF_000002315.3_Gallus_gallus4.0/GCF_000002315.3_Gallus_gallus-4.0_genomic.gff.gz) in TopHat. Transcript abundance was normalized into FPKM (fragments per kilobase of exon model per million mapped reads). Differential expression of genes between groups was analyzed using the DEGseq R package. Genes with *P*-value < 0.05 and fold-change ≥ 2 or ≤ 0.5 were considered significant. The raw RNA sequencing data were deposited to the GEO database of NCBI (accession number: GSE85786).

### GO Annotation and KEGG Pathway Analysis of Differentially Expressed Genes

All of the differentially expressed genes that were significantly altered in breast muscle samples of ammonia-exposed broiler chickens were annotated using Gene Ontology (GO) annotation. After the GO annotation, the WEGO tool (http://wego.genomics.org.cn/cgi-bin/wego/index.pl) was employed to visualize the functional classification for the differentially expressed genes [27,28].

Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) and the Kyoto encyclopedia of genes and genomes (KEGG) database (http://www.genome.jp/kegg) [29,30] were used to classify differentially expressed genes in significantly overrepresented pathways and GO terms.

### Quantitative Real Time PCR (qRT-PCR)

To validate the RNA sequencing results, qRT-PCR was performed with the CFX96 Real-Time PCR Detection System (Bio-Rad, USA). Total RNA of breast muscle samples was isolated using Trizol Reagent (Invitrogen, USA) according to the manufacturer's instructions. RNA concentration was measured with a NanoDrop 2000 (Nanodrop Technologies, Wilmington, DE). cDNA used for qPCR was synthesized from the mRNA by reverse transcription reaction using the PrimerScrip^™^ RT reagent Kit (Takara, Japan). The primer sequences were synthesized in Sangon Biotech (Shanghai, China) based on the mRNA sequences obtained from the NCBI database. The 20 μl PCR reaction mixture contained 10 μl SYBR^®^ Fast qPCR Mix (2×) (Takara, Japan), 0.8 μl forward primer (10 μmol/L), 0.8 μl reverse primer (10 μmol/L), 2 μl cDNA template and 6.4 μl RNase-free H_2_O. The PCR reaction was set as follows: 95°C for 30 s; 40 cycles of 95°C for 5 s, 60°C for 10 s and melting curve analysis. The qPCR analysis was performed with three biological and technical replicates. The relative fold changes of gene expression were calculated according to the 2^−ΔΔCT^ method using *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) as an internal control. The primers used are listed in S2 Table.

### Statistical Analysis

In the statistical analysis, GraphPad Prism (v6.07) and JMP (version 10) programs were used. Significant differences were examined using one-way ANOVA and Student's *t*-test, and differences with *P* < 0.05 were considered statistically significant for all experiments.

## Results

### Effect of Atmospheric Ammonia on Performances of Broiler Chickens

In this study, during the entire experimental period (21 days), birds from Ammonia25 (treatment) group had 2.8% less slaughter rate (*P* < 0.05) and 31.8% less beast muscle ratio (*P* < 0.05) compared with chickens from Ammonia3 (control) group (Table 1). Weight gain and feed intake are key production parameters to assess animal growth performance. However, in this study, chickens from Ammonia3 and Ammonia25 groups were not significantly different (*P* > 0.05) in average daily gain (ADG), average daily feed intake (ADFI) and feed conversion ratio (FCR).

**Table 1:** The effects of atmospheric ammonia on growth performance and slaughter performance of 42-day AA broilers.

	3 ± 3 ppm	25 ± 3 ppm
Group	Ammonia3	Ammonia25
ADFI	158.42 ± 5.78	152.46 ± 7.69
ADG	99.41 ± 10.08	89.36 ± 12.32
FCR	1.64 ± 0.18	1.71 ± 0.23
Slaughter rate (%)	91.96 ± 0.35^a^	89.38 ± 1.73^b^
half net carcass rate (%)	85.74 ± 0.82	84.28 ± 1.46
Whole net carcass rate (%)	73.00 ± 0.86	72.34 ± 1.57
Beast muscle ratio (%)	23.61 ± 1.06^a^	16.11 ± 2.47^b^

ADFI, average daily feed intake; ADG, average daily gain; FCR, feed conversion ratio. Values ^a, b^ within a row indicate significant difference between groups at *P* < 0.05. Numbers are mean ± S.D.

### Transcriptome Profiles

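Breast muscle RNA of 4 male Arbor Acres broilers, a commercial meat-type chicken, was sequenced at 42 days of age. Of these birds, 2 came from the Ammonia3 group, kept at 3 ± 3 ppm ammonia, and 2 came from the Ammonia25 group, kept at 25 ± 3 ppm. Each library was made from a separate bird, so every value below has n = 2 birds per group, and each group was housed in its own chamber. The authors mapped the clean reads to the chicken genome with TopHat and deposited one FPKM value per RefSeq transcript and bird. FPKM divides the fragments of a transcript by its length and by the mapped reads of the library, so the deposited values hold no read counts. The depth is therefore the one the paper gives in Table 2, with 49313882 and 47427718 mapped reads in the Ammonia3 birds and 59205224 and 58723920 in the Ammonia25 birds. Summed over all listed transcripts, the FPKM of a bird came to between 536196 and 563726. From the deposited values, log2(FPKM + 1) was compared between the groups with limma for the transcripts of at least 0.6 FPKM in at least one of the 4 birds. The added 1 FPKM shrinks the fold changes of low transcripts. The *P* values of limma were adjusted by the Benjamini-Hochberg method.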

High throughput RNA sequencing was used to systematic analyses of gene expressions of breast muscle tissue transcriptome with high or low levels of atmospheric ammonia exposure. The RNA sequencing of four breast muscle samples yielded around 319.3 million of raw paired-end reads. After quality control, high-quality reads of each sample ranging from 67 to 83 million, over 70% clean reads per sample were mapped to the reference genome and used for gene expression analysis (Table 2). Approximate 65% reads were aligned in a unique manner, and about 5% as multiple mapped manner. Among total mapped reads, the vast majority of which (85.05%~87.72%) fell into annotated exons, 9.45~12.24% was within the large intergenic territory, and only 2.33~2.83% was located in introns (Fig 1).

**Table 2:** Summary statistics for sequence quality and alignment information of breast muscle samples in two groups.

	Ammonia3_1	Ammonia3_2	Ammonia25_1	Ammonia25_2
**Group**	Ammonia3	Ammonia3	Ammonia25	Ammonia25
**Raw reads**	73,988,890	70,579,138	87,417,108	87,567,900
**Raw bases**	9,248,611,250	8,822,392,250	10,927,138,500	10,945,987,500
**Clean reads**	70,089,536	66,879,214	82,649,276	82,713,992
**Clean bases**	8,757,428,504	8,356,297,248	10,326,600,930	10,334,744,020
**Valid ratio (base)**	94.68%	94.71%	94.50%	94.41%
**Q30 (%)**	94.75%	94.79%	94.64%	94.58%
**GC content (%)**	51.50%	51.50%	51.50%	51.50%
**Total mapped reads**	49,313,882	47,427,718	59,205,224	58,723,920
**Uniquely mapped reads**	45,818,693	44,268,019	54,687,437	54,278,215
**Multiple mapped reads**	3,495,189	3,159,699	4,517,787	4,445,705
**Mapping rate (%)**	70.36%	70.92%	71.63%	71.00%

**Fig 1:**
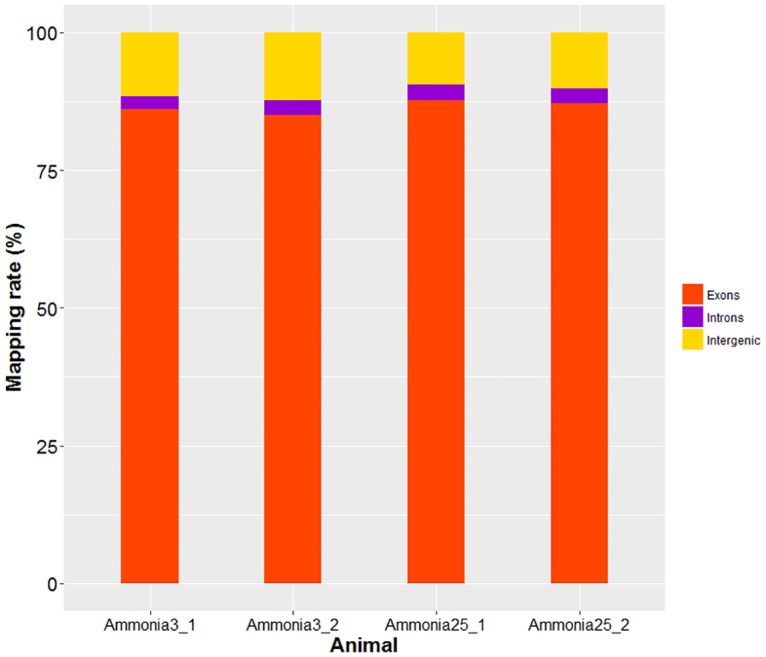
The percentage of reads mapped to exonic, intronic and intergenic regions.

The relative expression of genes is normalized as fragments per kilobase of exon model per million mapped reads (FPKM), which is proportional to the number of cDNA fragments originated from the gene transcript. 

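The deposited values listed the same 36977 transcripts in each of the 4 birds. In the Ammonia3 group, 69.4% of them were under 1 FPKM in replicate 1 and 67.8% in replicate 2. In the Ammonia25 group, the shares were 68.1% and 70.7%. These shares differed as much between the birds of one group as between the groups. A part of the low transcripts was listed at 0 FPKM, from 7122 transcripts in Ammonia25 replicate 1 to 8142 in Ammonia25 replicate 2. At the other end, between 3964 and 4390 transcripts per bird had 10 FPKM or more.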

In total, 36977 transcripts of breast muscle were identified, of these transcripts, approximate 70% were low expression ones (Fig 2). The lowest limit of gene expression value is set to be 0.6 FPKM in at least one of the 4 samples. According to this limit, 11,095 genes are identified as being expressed in the breast muscle tissues (S3 Table). 

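In the deposited values, 15341 transcripts had at least 0.6 FPKM in at least one of the 4 birds. With the limit applied to all 4 birds, 11095 transcripts remained, and with 1 FPKM in at least one bird, 13308. The part of S3 Table examined here held 1999 transcripts, all of them at 0.6 FPKM or more in every bird. The deposited values listed 1999 transcripts at that limit in all 4 birds, and 2149 at that limit in at least one bird, up to the last of these rows.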

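Across the listed transcripts, Pearson's r of FPKM was 0.991 between the Ammonia3 birds and 0.983 between the Ammonia25 birds. Transcripts are not independent replicates, so these values describe the libraries and carry no test. Between birds of different groups, r ranged from 0.967 to 0.994. Spearman's rho was 0.924 between the Ammonia3 birds and 0.923 between the Ammonia25 birds, and it ranged from 0.921 to 0.924 between birds of different groups. By neither measure were birds of one group set apart from birds of the other.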

The correlation analysis based on the gene expression profiles revealed that the correlations among two samples per group both were greater than 0.92 (S1 Fig).

**Fig 2:**
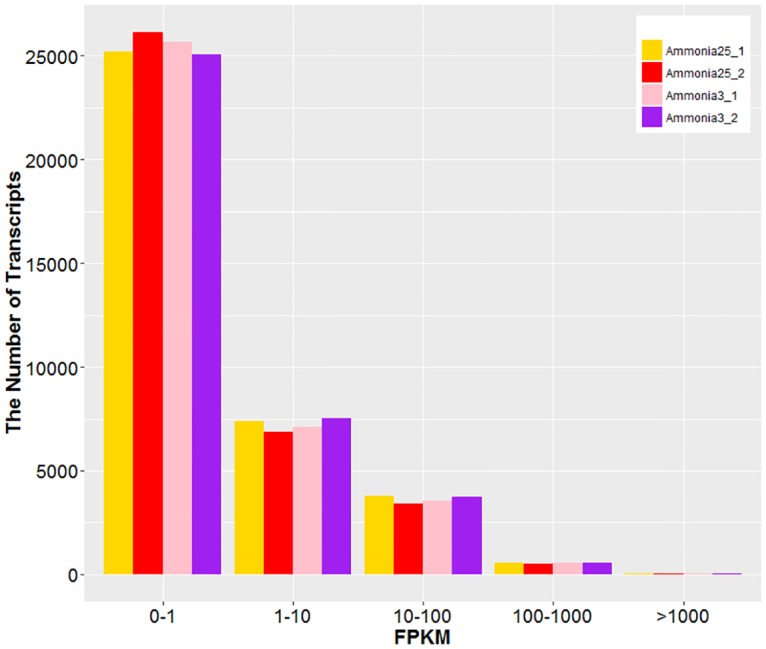
Distribution of expression level (in FPKM) of transcripts.

### Differentially Expressed Genes

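Of the 15341 transcripts tested with limma, 293 had a fold change of at least 2 either way on the log2(FPKM + 1) scale and an unadjusted *P* under 0.05. Of these, 89 rose and 204 fell in the Ammonia25 group. In 291 of the 293, both birds of one group lay beyond both birds of the other. After Benjamini-Hochberg adjustment, 3 transcripts had an adjusted *P* under 0.05 and none of them is listed in S4 Table, while 832 had an unadjusted *P* under 0.05. The number past the criterion ranged over the alternatives from 104 to 506. A mean of at least 5 FPKM gave the 104, which moved the count most in proportion, with only 6274 transcripts tested. The ratio of mean FPKM gave the 506, which moved the count most in number. With the replicate number of the labels as a replicate block, 397 transcripts passed the criterion and 123 had an adjusted *P* under 0.05. Deviations of same-numbered birds from their group means had a correlation of -0.073 across transcripts, so the numbers did not pair the birds. All 163 transcripts of S4 Table moved in the direction listed there, and 92 of them passed the criterion. Their lowest adjusted *P* from limma was 0.06 without the block, and with the replicate block 48 of them had an adjusted *P* under 0.05. The block leaves 1 residual degree of freedom beside 29.8 prior ones, against 2 beside 5.04 without it, so its standard errors come mostly from limma's trend over all transcripts. Across the 163 transcripts, Pearson's r between the log2 fold change computed here and the one in S4 Table was 0.975. The paper's own adjusted values in S4 Table, which its methods do not describe, are under 0.05 for 14 of the 163. Among the transcripts of S4 Table, 4 genes are listed with transcripts in opposite directions.

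**Figure D1:**
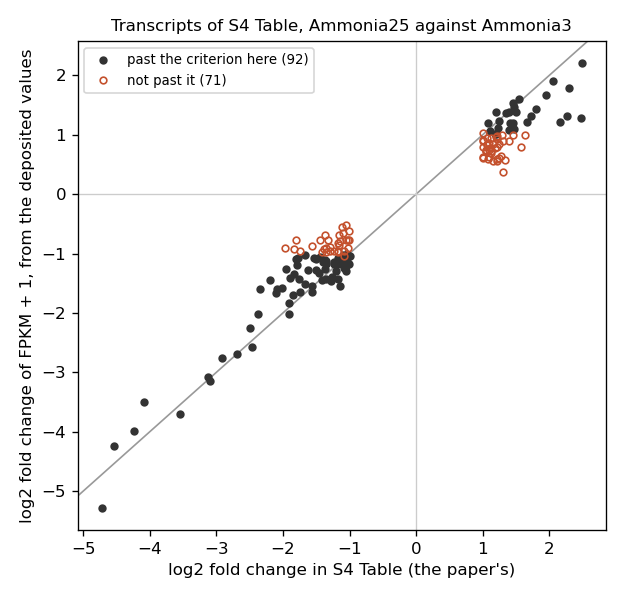
Log2 fold change of the 163 transcripts of S4 Table, Ammonia25 against Ammonia3, with the paper's value on the x axis and the value from log2(FPKM + 1) of the deposited data on the y axis. Filled points are the 92 transcripts past the criterion here, open points the other 71, and the grey line marks equal values.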

Differential gene expression analysis between two groups showed that 163 genes were significantly differentially expressed (fold-change ≥2 or ≤ 0.5 at *P* < 0.05), including 67 up-regulated and 96 down-regulated genes (Fig 3, S2 Fig, S3 Table). 

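The transcript with the largest fall on the log2(FPKM + 1) scale among those of S4 Table was *CA3* (carbonic anhydrase III, NM_001277411.1), at 545 ± 248 FPKM (SD, n = 2) in the Ammonia3 group and 21.7 ± 26 FPKM in the Ammonia25 group. Its log2 fold change was -5.28 (standard error 0.92, adjusted *P* = 0.297 from limma). With the replicate block the adjusted *P* was 1.58e-09, in a fit that took the residual SD of *CA3* from 2.11 to 0.45. *MB* (myoglobin, NM_001167752.2) fell from 54.7 ± 36.1 to 1.65 ± 0.575 FPKM, a log2 fold change of -4.24 (standard error 0.45, adjusted *P* = 0.0787). By the ratio of mean FPKM the fall of *MB* was the larger, at -5.05 on the log2 scale against -4.65 for *CA3*. *FHL1* (XM_004940680.1) fell from 121 ± 19.5 to 13.3 ± 5.77 FPKM, a log2 fold change of -3.14 (standard error 0.3, adjusted *P* = 0.06). *MYH1C* and *MYH1G* had log2 fold changes of -3.7 and -2.76, and in each both birds of one group lay beyond both birds of the other. They belong to a family of similar myosin heavy chain genes, and whether reads were shared within it was not tested, so these values are reported as uncertain. Among the transcripts that rose, *DCUN1D5* (XM_417174.4) went from 30.6 ± 2.34 to 118 ± 21.6 FPKM, a log2 fold change of 1.9 (standard error 0.2, adjusted *P* = 0.0787). *ACSBG2* (NM_001012846.1) went from 7.71 ± 1.23 to 41.7 ± 21.9 FPKM, a log2 fold change of 2.2 (standard error 0.36, adjusted *P* = 0.264). The transcript listed as *42436* (XM_004943064.1) rose from 1.08 ± 0.333 to 4.07 ± 1.04 FPKM. It belongs to *MARCH7* in the GRCg7b annotation, and the other listed transcript of that gene fell. The 19 transcripts of Table 3 reported here all passed the criterion, and in each of the 19 both birds of one group lay beyond both birds of the other. The rises of *KHDRBS3* and *42436* were lost when the transcripts of each gene were summed, with log2 fold changes of -0.01 and -0.11.

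**Figure D2:**
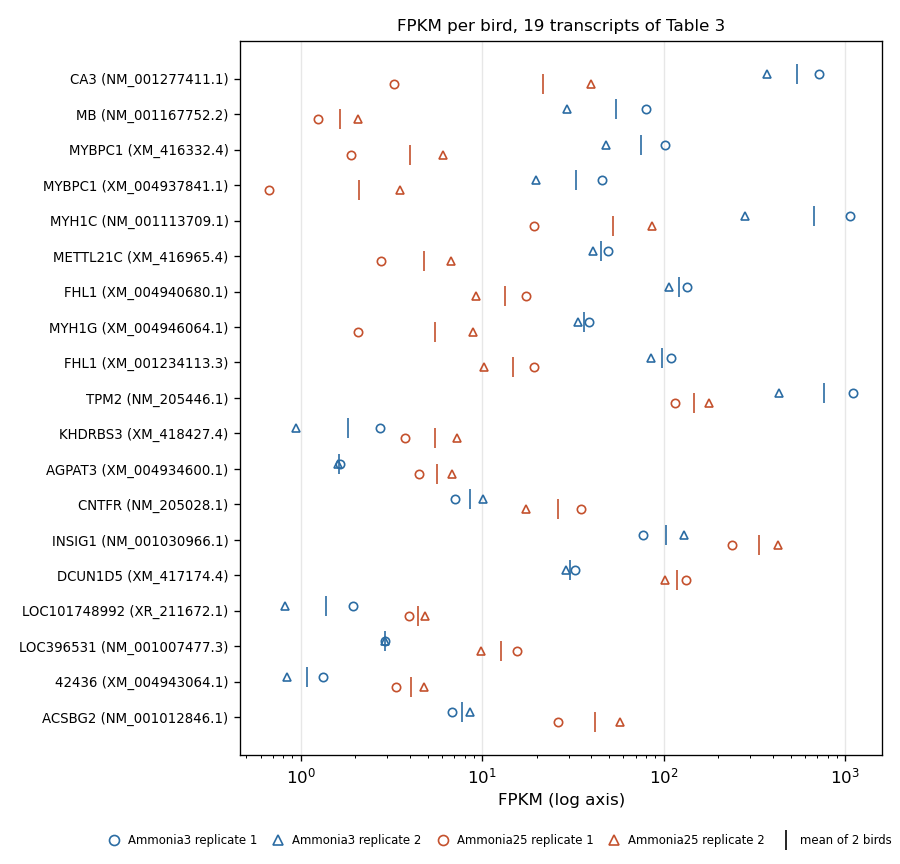
FPKM of each bird, on a log axis, for 19 transcripts of Table 3. Blue symbols are the Ammonia3 birds, red symbols the Ammonia25 birds, and vertical marks the mean of 2 birds, and for *CA3* the means are 545 and 21.7 FPKM.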

The top ten up- and down-regulated genes are listed in Table 3. 

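On the log2(FPKM + 1) scale, the transcripts of S4 Table ranged from a log2 fold change of -5.28 for *CA3* to 2.2 for *ACSBG2*. The median size of the change over these transcripts was 1.08. With one bird left out in turn, the value of *CA3* ranged from -6.92 to -3.65 and that of *ACSBG2* from 1.65 to 2.75. The birds of the Ammonia25 group had 3.28 and 40 FPKM of *CA3*, so the lower end of the range depends on which bird is taken.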

The fold changes induced by high concentrations of ammonia ranged from -26.3 to 5.6 (Fig 4 and Table 3).

**Fig 3:**
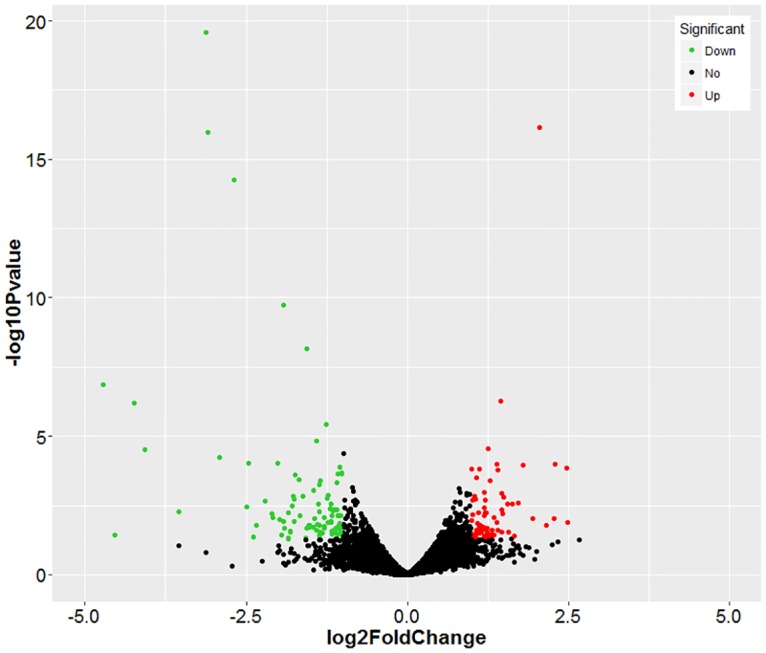
Volcano plot displaying differentially expressed genes between two groups. Red dots (Up) represent significantly up-regulated genes (*P* < 0.05, fold change ≥ 2); green dots (Down) represent significantly down-regulated genes (*P* < 0.05, fold change ≤ 0.5); black dots (No) represent insignificantly differentially expressed genes.

**Fig 4:**
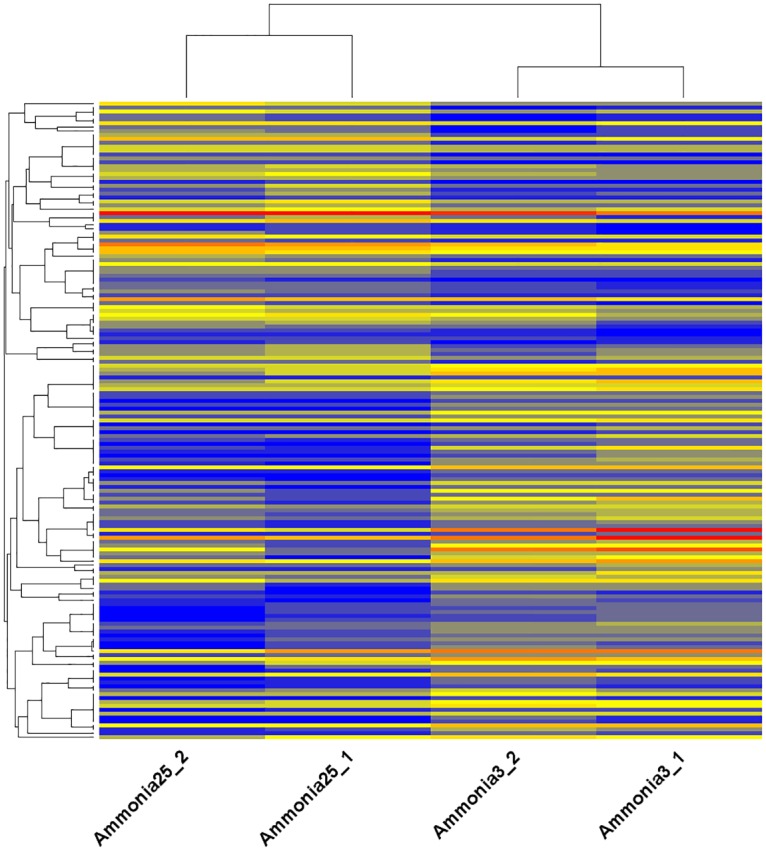
Heat map of differentially expressed genes between two groups.

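Per bird, 159 of the 163 transcripts of S4 Table had both birds of one group beyond both birds of the other. The transcripts were selected on the same 4 libraries, so this separation carries no test of its own. In the deposited values, 140 of the 163 had an unadjusted *P* under 0.05 and 94 had a fold change of at least 2 on the log2(FPKM + 1) scale.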

**Table 3:** Top ten up- and down-regulated genes in treatment group compared to control group.

Gene ID	Gene symbol	Fold change	*P*-value
NM_001277411.1	*CA3*	-26.29	1.32E-07
NM_001167752.2	*MB*	-23.34	3.82E-02
XM_416332.4	*MYBPC1*^*1*^	-18.90	6.41E-07
XM_004937841.1	*MYBPC1*^*2*^	-16.88	3.11E-05
NM_001113709.1	*MYH1C*	-11.67	5.48E-03
XM_416965.4	*METTL21C*	-8.76	2.58E-20
XM_004940680.1	*FHL1*^*1*^	-8.52	1.06E-16
XM_004946064.1	*MYH1G*	-7.56	5.92E-05
XM_001234113.3	*FHL1*^*2*^	-6.45	5.52E-15
NM_205446.1	*TPM2*	-5.62	3.49E-03
XM_418427.4	*KHDRBS3*	3.16	4.04E-02
XM_004934600.1	*AGPAT3*	3.30	2.50E-03
NM_205028.1	*CNTFR*	3.47	1.08E-04
NM_001030966.1	*INSIG1*	3.86	9.10E-03
XM_417174.4	*DCUN1D5*	4.13	6.98E-17
XR_211672.1	*LOC101748992*	4.46	1.59E-02
NM_001031288.1	*DHCR24*	4.82	9.32E-03
NM_001007477.3	*LOC396531*	4.88	9.83E-05
XM_004943064.1	*42436*	5.52	1.47E-04
NM_001012846.1	*ACSBG2*	5.61	1.25E-02

*CA3*, carbonic anhydrase III, muscle specific; *MB*, myoglobin; *MYBPC1*^*1*^, myosin binding protein C, slow type, transcript variant X2; *MYBPC1*^*2*^, myosin binding protein C, slow type, transcript variant X1; *MYH1C*, myosin, heavy chain 1C, skeletal muscle; *METTL21C*, methyltransferase like 21C; *FHL1*^*1*^, four and a half LIM domains 1, transcript variant X4; *MYH1G*, myosin, heavy chain 1G, skeletal muscle (similar to human myosin, heavy chain 1, skeletal muscle, adult); *FHL1*^*2*^, four and a half LIM domains 1, transcript variant X1; *TPM2*, tropomyosin 2 (beta); *KHDRBS3*, KH domain containing, RNA binding, signal transduction associated 3; *AGPAT3*, 1-acylglycerol-3-phosphate O-acyltransferase 3; *CNTFR*, ciliary neurotrophic factor receptor; *INSIG1*; insulin induced gene 1; *DCUN1D5*, DCN1, defective in cullin neddylation 1, domain containing 5 (S. cerevisiae), transcript variant X2; *LOC101748992*, uncharacterized LOC101748992; *DHCR24*, 24-dehydrocholesterol reductase; *LOC396531*, parvalbumin; *42436*, membrane-associated ring finger (C3HC4) 7, E3 ubiquitin protein ligase; *ACSBG2*, acyl-CoA synthetase bubblegum family member 2.

### GO Annotations and Pathway Analysis

In total, 151 differentially expressed genes (DEGs) were assigned to Gene Ontology (GO) terms on the basis of GO annotation. GO enrichment analysis was performed from three aspects including cellular component, molecular function and biological process. Among these categories, most DEGs were enriched in the "cellular component" category (Fig 5). Within the "cellular component" category, "cell" and "cell part" were the most dominant subcategories. Regarding the "molecular function" category, the four most abundant subcategories were "binding", "catalytic", "transcription regulator" and "transporter". As for the "biological process" category, most DEGs were assigned to "cellular process", "metabolic process" and "biological regulation". 

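Of the genes of the extracellular region, *ELN* is listed with transcripts XM_003642386.2 and XM_003642387.2, whose log2 fold changes were -1.58 (standard error 0.31, adjusted *P* = 0.395 from limma) and -1.65 (standard error 0.35, adjusted *P* = 0.462). *TNXB* (XM_001231291.3) had 5.04 ± 3.36 FPKM (SD, n = 2) in the Ammonia3 group and 1.59 ± 0.255 FPKM in the Ammonia25 group. Its log2 fold change of -1.1 no longer met the criterion with median-of-ratios scaling or quantile normalization. That value ranged from -1.7 to -0.5 with one bird left out in turn. *IL15* (NM_204571.1) had 35.5 ± 4.02 and 16.6 ± 13.6 FPKM, and its log2 fold change of -1.3 ranged from -2.19 to -0.42 with one bird left out in turn. Of the genes of the lipid biosynthetic process, *ISPD* (XM_004939331.1) rose from 3.77 ± 0.56 to 9.03 ± 0.452 FPKM. Its log2 fold change was 1.08 (standard error 0.25, adjusted *P* = 0.508).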

The following genes involved in these GO term were found to be enriched: *MSTN*, *COL15A1*, *MFAP5*, *HTRA3*, *FBN1*, *TNXB*, *LSS*, *IL15*, *ELN*, *HSD17B7*, *DHCR24*, *ISPD*, *MVD* (Table 4). Then, the DEGs were annotated using KEGG to identify enriched pathways (Fig 6). Pathways that were significantly enriched included steroid biosynthesis, ether lipid metabolism and glycerolipid metabolism (*P* < 0.05).

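Of the steroid biosynthesis genes, *HSD17B7* (NM_001277506.1) rose from 1.98 ± 0.297 FPKM (SD, n = 2) in the Ammonia3 group to 4.38 ± 0.715 FPKM in the Ammonia25 group. Its log2 fold change was 0.85 (standard error 0.28, adjusted *P* = 0.776 from limma) with 1 FPKM added and 1.11 with 0.1 FPKM added. In the ether lipid and glycerolipid pathways, *AGPAT3* (XM_004934600.1) rose from 1.63 ± 0.0213 to 5.66 ± 1.62 FPKM, a log2 fold change of 1.32 (adjusted *P* = 0.505), which became 0.51 when the transcripts of the gene were summed. *AGPAT6* (XM_004947607.1) had 1.06 ± 0.504 and 2.19 ± 0.725 FPKM, and its log2 fold change of 0.64 (adjusted *P* = 0.961) did not meet the criterion. The enrichment itself was not recomputed, because no pathway annotation was used here.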

**Fig 5:**
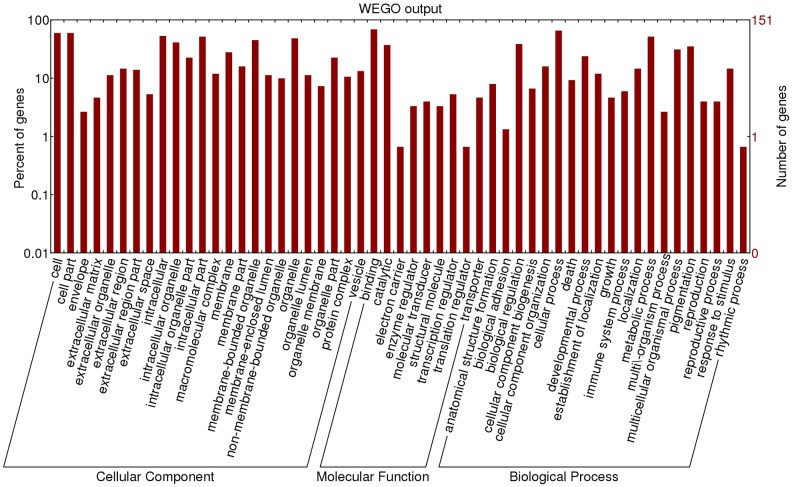
GO analysis of differentially expressed genes in breast muscle from two groups. The number of genes for each GO annotation is shown in right axis, and the proportion of genes for each GO annotation is exhibited in left axis.

**Fig 6:**
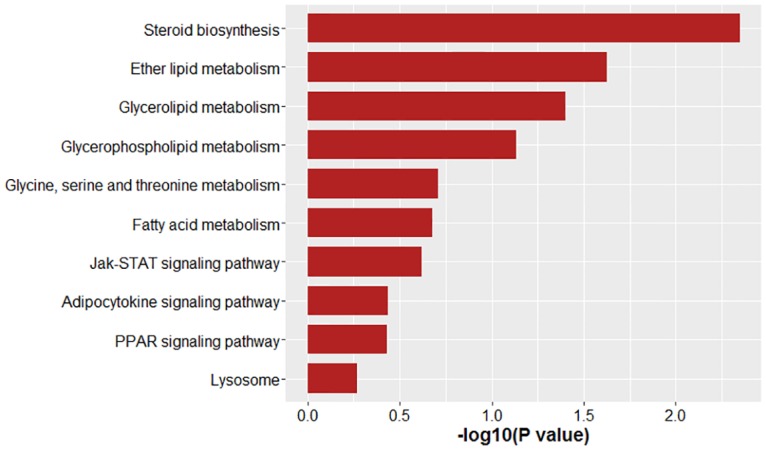
KEGG analysis of enriched pathways of differentially expressed genes between two groups.

**Table 4:** Enriched KEGG pathways and GO terms of DEGs in the breast muscle of broilers.

Category	Term	Count	Enriched genes	*P*-value
GO term	cholesterol metabolic process	3	*LSS*, *HSD17B7*, *DHCR24*	0.008
GO term	sterol metabolic process	3	*LSS*, *HSD17B7*, *DHCR24*	0.010
GO term	lipid biosynthetic process	4	*LSS*, *DHCR24*, *ISPD*, *MVD*	0.025
GO term	extracellular region part	7	*TNXB*, *MFAP5*, *COL15A1*, *IL15*, *ELN*, *MSTN*, *FBN1*	0.007
GO term	extracellular region	8	*HTRA3*, *TNXB*, *MFAP5*, *COL15A1*, *IL15*, *ELN*, *MSTN*, *FBN1*	0.036
KEGG pathway	Steroid biosynthesis	3	*LSS*, *HSD17B7*, *DHCR24*	0.004
KEGG pathway	Ether lipid metabolism	3	*AGPAT2*, *AGPAT6*, *AGPAT3*	0.024
KEGG pathway	Glycerolipid metabolism	3	*AGPAT2*, *AGPAT6*, *AGPAT3*	0.040

*LSS*, lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase); *HSD17B7*, hydroxysteroid (17-beta) dehydrogenase 7; *DHCR24*, 24-dehydrocholesterol reductase; *ISPD*, isoprenoid synthase domain containing; *MVD*, mevalonate (diphospho) decarboxylase; *HTRA3*, HtrA serine peptidase 3; *TNXB*, tenascin XB; *MFAP5*, microfibrillar associated protein 5; *COL15A1*, collagen, type XV, alpha 1; *IL15*, interleukin 15; *ELN*, elastin; *MSTN*, myostatin; *FBN1*, fibrillin 1; *AGPAT2*, 1-acylglycerol-3-phosphate O-acyltransferase 2; *AGPAT6*, 1-acylglycerol-3-phosphate O-acyltransferase 6; *AGPAT3*, 1-acylglycerol-3-phosphate O-acyltransferase 3.

### Validation of Genes of Differential Abundance

To validate the differentially expressed genes of breast muscle between control and treatment groups obtained by transcriptome, ten genes were randomly selected and their expression levels were quantified using qRT-PCR (Fig 7). 

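In the deposited RNA-Seq values, *MFAP5* (XM_416482.4) had 19.7 ± 11.1 FPKM (SD, n = 2) in the Ammonia3 group and 5.33 ± 0.901 FPKM in the Ammonia25 group, a log2 fold change of -1.6 (standard error 0.38, adjusted *P* = 0.538 from limma). *AGPAT2* (XM_001235299.3) went from 5.29 ± 1.56 to 1.71 ± 1.29 FPKM, with a log2 fold change of -1.28. *FBN1* (XM_413815.4) went from 11.9 ± 4.67 to 4.73 ± 0.374 FPKM, with a log2 fold change of -1.13. *MYOT* (XM_414618.4) had 149 ± 43.5 and 59 ± 40 FPKM, and its log2 fold change of -1.47 ranged from -2.21 to -0.74 with one bird left out in turn. *HTRA3* (XM_420813.4) and the listed transcript of *COL15A1* (XM_004935079.1) had log2 fold changes of -0.86 and -0.65, and neither met the criterion on this scale. *HTRA3* had -1.16 with 0.1 FPKM added and -1.24 by the ratio of mean FPKM, which met the criterion. It had -0.81 with median-of-ratios scaling and -0.78 with quantile normalization. For *COL15A1* (standard error 0.36, adjusted *P* = 0.981) the unadjusted *P* was not under 0.05. Its log2 fold change was -1.06 by the ratio of mean FPKM and -0.14 with the transcripts of the gene summed. The other falls also depended on the bird left out. They ranged from -2.18 to -1.03 for *MFAP5*, -1.78 to -0.77 for *AGPAT2* and -1.51 to -0.75 for *FBN1*. For *HTRA3* the range was -1.17 to -0.54, and for *COL15A1* -1.1 to -0.21. *MVD* (XM_423130.4) rose from 9 ± 1.1 to 16.3 ± 0.973 FPKM, a log2 fold change of 0.79, and *LSS* (NM_001006514.2) from 1.12 ± 0.189 to 3.25 ± 0.779 FPKM, a log2 fold change of 0.99. Both were short of a fold change of 2 on the log2(FPKM + 1) scale of the deposited values. *MVD* stayed short with either scaling (0.85 and 0.84), while *LSS* met the criterion with median-of-ratios scaling (1.03), quantile normalization (1.05), 0.1 FPKM added (1.44) and the ratio of mean FPKM (1.53). In these genes and in *MSTN*, 9 genes of Fig 7 in all, both birds of one group lay beyond both birds of the other.

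**Figure D3:**
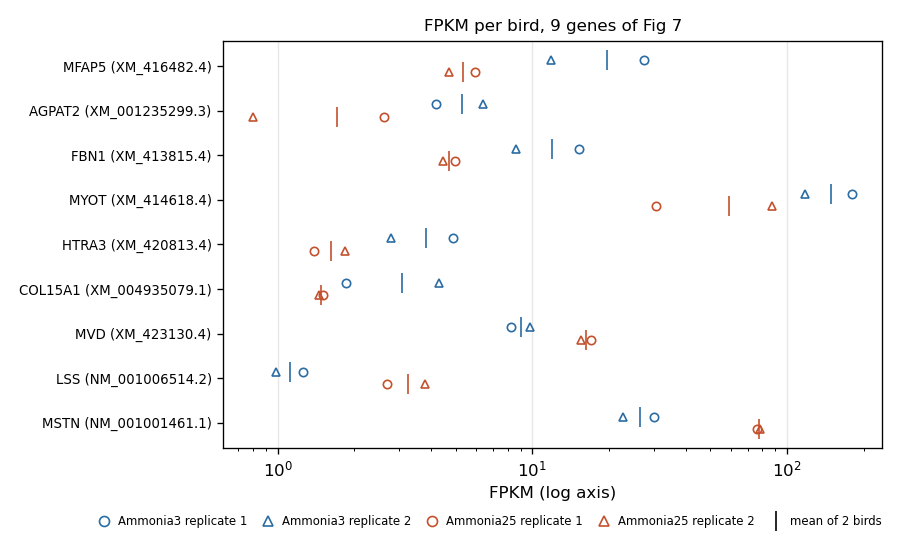
FPKM of each bird, on a log axis, for the transcripts of 9 genes of Fig 7. Blue symbols are the Ammonia3 birds, red symbols the Ammonia25 birds, and vertical marks the mean of 2 birds. For *MFAP5* the means are 19.7 and 5.33 FPKM.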

The RNA-Seq results indicated that the expression of *MFAP5*, *AGPAT2*, *FBN1*, *MYOT*, *HTRA3* and *COL15A1* were down-regulated in treatment group by two to four-fold, the expression of *MVD*, *LSS*, *DHCR24* and *MSTN* were up-regulated in treatment group by two to five-fold. qPCR results also found the similar down- or up-regulated trend in the expression of these genes. Therefore, the qRT-PCR results validate the findings by high throughput RNA sequencing.

**Fig 7:**
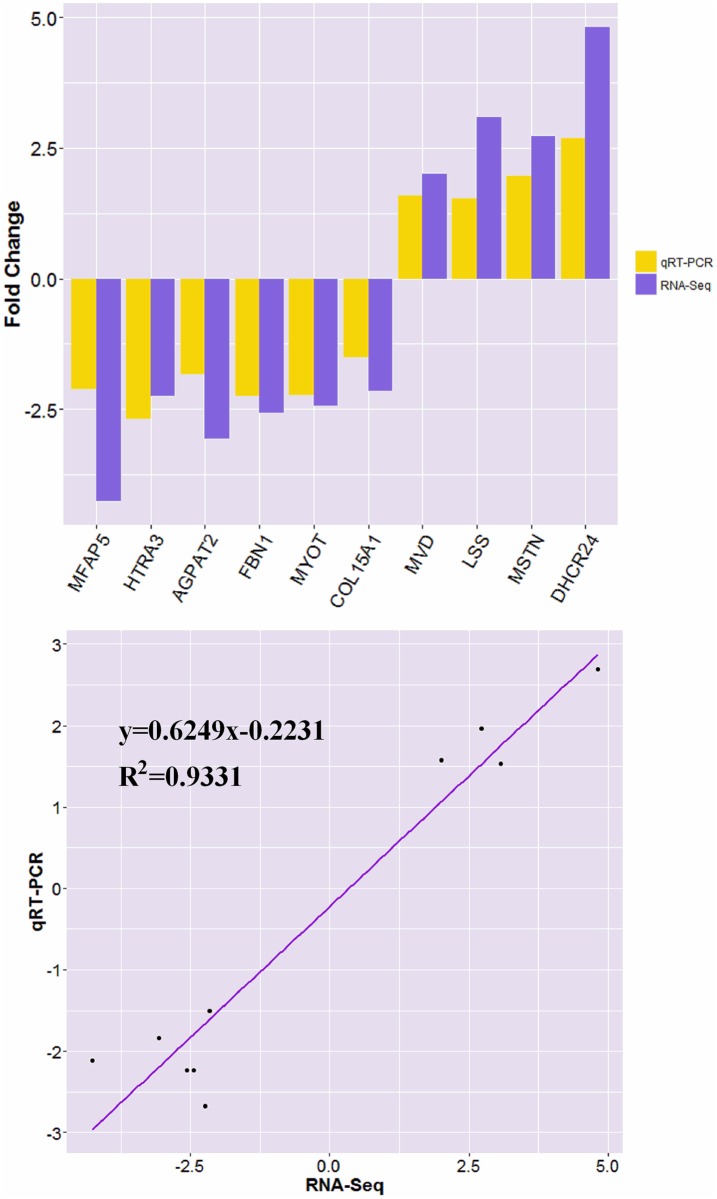
qRT-PCR analysis of differentially expressed genes from breast muscle of AA broilers. *MSTN*, myostatin; *MFAP5*, microfibrillar associated protein 5; *COL15A1*, collagen, type XV, alpha 1; *FBN1*, fibrillin 1; *DHCR24*, 24-dehydrocholesterol reductase; *HTRA3*, HtrA serine peptidase 3; *MVD*, mevalonate (diphospho) decarboxylase; *LSS*, lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase); *AGPAT2*, 1-acylglycerol-3-phosphate O-acyltransferase 2; *MYOT*, myotilin. *GAPDH* was used as an internal control, data are presented as fold change (n = 3 per group).

## Discussion

High concentrations of atmospheric ammonia are a serious threat to the health and production in broiler industry. Many past studies have exposed animals to extremely high concentrations of ammonia, far higher than are present in commercial poultry buildings [10,14]. This work was conducted to determine the effect on performance of broiler chickens exposed to more realistic concentrations of aerial ammonia. In this report, the results revealed an insignificant adverse effect of ammonia on ADG, ADFI and FCR of broiler chickens, despite 21 days of chronic exposure to 25 ppm levels of ammonia, which was consistent with the research of Yahav [31], and inconsistent with Caveny, Johnson, Charles and Payne [17,25,32] about the effect of ammonia on growth performance in broilers. The deleterious effects of aerial ammonia on weight gain, feed intake and FCR of broilers have been reviewed by many scientific researchers [4,33,34]. To the truth, the effect of ammonia on broilers performance has not been well established until now. These different results may be due to the different breeds and developmental stages of broiler chickens, difference in exposure time and levels of ammonia, and even different ways of management and climatic conditions, and so on [8].

The adverse effect of atmospheric ammonia on broiler chickens was mainly concentrated on respiratory system. In the current study, we focus on the breast muscle tissue, because breast meat is the prime part of carcass and breast meat yield is of practical importance to the profitability of broiler production [23,35,36]. In agreement with the results reported by Mile et al. and Reece et al. [10,14], our data showed that broilers in Ammonia25 group had lower beast muscle percentage than those in Ammonia3 group. In addition, the slaughter rate of broilers also declined which is an important parameter in the production of broiler meat [37]. In poultry industry, broilers' production and profitability were affected not only when exposed to moderate to heavy concentrations of atmospheric ammonia but also relatively low concentrations of ammonia.

Previous reports demonstrated that ammonia exposure decreased the body weight and breast meat yield, but the mechanism was not included [10]. Illumine transcriptome profiling as an efficient, fast tool is now widely used in stock raising [38]. In the present study, high throughput RNA sequencing technology was used to dig the probable candidate genes and processes in breast muscles that result from aerial ammonia exposure. Our results revealed that several key DEGs participating muscle development were identified in enriched GO terms. This may provide an explanation for lower breast muscle ratio in broilers because of ammonia exposure.

Myostatin (*MSTN*) also known as growth and differentiation factor-8 (*GDF-8*), mainly expressed in skeletal muscle, is a dominant inhibitor of skeletal muscle development, differentiation and growth [39]. Mutations in the coding region of *MSTN* are known to cause an increased muscle mass ("double muscling") phenotype in several mammals, including mice, dogs, cattle, sheep and humans [40,41]. On the contrary, transgenic mice overexpressing *MSTN* had decreased muscle mass [42]. In poultry, Kim et al. reported that broilers from eggs that had the *MSTN* antibody injected into the yolk had significantly heavier body and muscle mass than the controls, no matter in male or female birds [43,44]. Consistent with previous research, our data indicated that upregulated expression of *MSTN* negatively affected meat yield of broilers in Ammonia25 group than those in Ammonia3 group.

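*MSTN* (NM_001001461.1) had 30.1 and 22.7 FPKM in the Ammonia3 birds and 76.4 and 78.2 FPKM in the Ammonia25 birds, or 26.4 ± 5.18 against 77.3 ± 1.26 FPKM (SD, n = 2). The log2 fold change was 1.53 (standard error 0.21, adjusted *P* = 0.144 from limma), larger than the spread between birds. With the replicate block the adjusted *P* from limma was 0.000424, but the correlation of -0.073 gives no pairing by replicate number, and that fit has 1 residual degree of freedom beside 29.8 prior ones. With one bird left out in turn it stayed between 1.33 and 1.72. The adjusted value in the paper's S4 Table is 0.00107. Breast muscle ratio was not measured in these files, so the values compare the expression of *MSTN* between groups and not its relation to yield. Citing earlier work in which *MSTN* restrains muscle growth, the paper states that the higher expression lowered meat yield in the Ammonia25 group. Its deduction that ammonia acts on breast muscle by way of *MSTN* draws on earlier hyperammonemia studies as well. The paper states the murine rise of *MSTN* reported by Qiu et al. without a hedge. It words the NF-κB route, and how far that work explains its own result, as tentative. It calls its own design closer to theirs. It also cites lower expression in broiler embryos, for which it offers a shorter exposure as a possible reason.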

As for the mechanism of high concentrations of ammonia would upregulate the expression of *MSTN*, the work of Qiu et al. may provide a confirm evidence. Their research revealed that hyperammonemia stimulated *MSTN* expression in murine models, and maybe in a NF-κB-dependent manner [45]. Surprisingly, in broilers embryos, the induced hyperammonemia model showed lower myostatin expression [46]. This result may be due to the relatively short-term exposure to hyperammonemia compared with the previously reported rat model with a long-term hyperammonemic condition or the murine model with induced hyperammonemia [45–47]. The experimental condition and design in our trial was more similar to the report of Qiu et al. Therefore, according to these previous research, we can deduce that broilers exposed to high levels of ammonia would and have a negative effect on breast muscle growth and development via upregulating the expression of *MSTN*. Whether ammonia stimulated *MSTN* expression through a NF-κB-dependent manner in broilers is still need further research.

## Conclusions

In summary, this study has analyzed the transcriptome of breast muscle tissue in broiler chickens exposed to high (25 ppm) or low (3 ppm) atmospheric ammonia by RNA sequencing. The RNA sequencing identified a series of differentially expressed genes in muscles, including candidate myostatin gene, with respect to broilers exposed to two different levels of ammonia with significantly different amounts of breast meat percentage. These genes could be of great importance for understanding the molecular basis of skeletal muscle growth stimulated by aerial ammonia in broiler chickens. This study also provides a theoretical foundation for reducing ammonia concentrations, improving air quality and animal welfare.

## Supporting Information

S1 Fig Correlation plots of the reads (in FPKM) for two groups. (TIF) Click here for additional data file.

S2 Fig MA plots displaying differentially expressed genes between two groups. (TIF) Click here for additional data file.

S1 Table Composition of the experimental diet and calculated proximate composition of the diet. (DOCX) Click here for additional data file.

S2 Table Primer sequences and product sizes. (DOCX) Click here for additional data file.

S3 Table The relative expression of transcripts (in FPKM) of breast muscle from broilers in two groups. (XLSX) Click here for additional data file.

S4 Table The differentially expressed genes between two groups. (XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome Profile Analysis of Breast Muscle Tissues from High or Low Levels of Atmospheric Ammonia Exposed Broilers (Gallus gallus)
**Source:** PLoS One. 2016 Sep 9;11(9):e0162631. doi: 10.1371/journal.pone.0162631
**Supplement:** S1 Table

**Table S1**

**Composition of the experimental diet and calculated proximate composition of the diet.**

| Ingredients (%) g/kg dry weight | |
| --- | --- |
| Maize | 58 |
| Soybean meal | 33.4 |
| Soybean oil | 4 |
| Limestone | 1.15 |
| Calcium hydrophosphate | 1.65 |
| Lysine | 0.18 |
| Methionine | 0.32 |
| Choline chloride (50%) | 0.06 |
| Sodium chloride | 0.25 |
| Premix^*^ | 1 |
| Total | 100 |
| Calculated nutrient and energy levels | g/kg dry weight |
| Crude protein (%) | 19.93 |
| Calcium (%) | 0.09 |
| Available P (%) | 0.40 |
| Lysine (%) | 1.14 |
| Methionine (%) | 0.50 |
| ME (MJ/kg) | 3.05 |

^*^Providing the following (g/kg fresh weight), Vitamin A, 6,000 IU; Vitamin D: 1,000 IU; Vitamin E: 75.0 mg; Vitamin K_3_, 18.8 mg; Vitamin B_1_, 9.8 mg; Vitamin B_2_, 28.8 mg; Vitamin B_6_, 19.6 mg; Vitamin B_12_, 0.1 mg; calcium pantothenate, 58.8 mg; nicotinic acid, 196.0 mg; folic acid, 4.9 mg; biotin, 2.5 mg; Cu (copper sulfate), 4.0 mg; Fe (ferrous sulfate), 40.0 mg; Zn (zinc sulfate), 37.6 mg; Mn (manganese sulfate), 50.0 mg; Se (sodium selenite), 0.2 mg; I (potassium iodide), 0.2 mg. ME was a calculated value. Other nutrients levels were measured values.

# Supplementary material for: Transcriptome Profile Analysis of Breast Muscle Tissues from High or Low Levels of Atmospheric Ammonia Exposed Broilers (Gallus gallus)
**Source:** PLoS One. 2016 Sep 9;11(9):e0162631. doi: 10.1371/journal.pone.0162631
**Supplement:** S2 Table

**Table S2 Primer sequences and product sizes**

| **Gene symbol** | **Accession no.** | **Primer sequence** | **Product size (bp)** |
| --- | --- | --- | --- |
| *GAPDH* | NM_204305 | 5'-CACTGTCAAGGCTGAGAACGG-3'  5'-GAGATGATAACACGCTTAGCACCA-3' | 192 |
| *MSTN* | NM_001001461 | 5'-AACGGAATCCCGATGTTGTC-3'  5'-GCTTGGTGTACCAGGTGAGTGT-3' | 162 |
| *AGPAT2* | XM_015279793 | 5'-CCACCAGAGCATCCTCGACAT-3'  5'-CCACCTCCGCCATCACCATC-3' | 179 |
| *COL15A1* | XM_004935077 | 5'-CTCTAGTATCTCCCGAGAAGCG-3'  5'-CCTGCATTACCAACAAATATCCC-3' | 198 |
| *DHCR24* | NM_001031288 | 5'-TTCCTGGTTGCAGCAGAAATAA-3'  5'-TCATCAGTCAAGACTCCCGTCA-3' | 194 |
| *FBN1* | XM_015291935 | 5'-CTGCCAGCAAGACCTGACCT-3'  5'-TGGAGCCCGAGATGGATAGA-3' | 123 |
| *HTRA3* | XM_015285845 | 5'-GGACCTCTAGTTAATCTGGATGGTG-3'  5'-TTTGTTTGTCAAGCGACTCTGTG-3' | 127 |
| *LSS* | NM_001006514 | 5'-CACCTACCTACGTCAGCGAGCCA-3'  5'-CATCCACAAACCAGCGAACCAAC-3' | 131 |
| *MFAP5* | XM_015292825 | 5'-GCAACCTTTATGGCATTGTATCTC-3'  5'-AGGGAACTGCTCCTCACGAC-3' | 192 |
| *MVD* | XM_423130 | 5'-ACGCCACCTGCCTTGACACCTTCC-3'  5'-CCTCACCACCTCCACGAACTCATCCA-3' | 191 |
| *MYOT* | XM_015293961 | 5'-TCTCCCATCCGTTTCCTCTAT-3'  5'-TGATTTGCCTGCTTGACTCTG-3' | 143 |

*MSTN,* myostatin; *MFAP5,* microfibrillar associated protein 5; *COL15A1,* collagen, type XV, alpha 1; *FBN1,* fibrillin 1; *DHCR24,* 24-dehydrocholesterol reductase; *HTRA3,* HtrA serine peptidase 3; *MVD,* mevalonate (diphospho) decarboxylase; *LSS,* lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase); *AGPAT2,* 1-acylglycerol-3-phosphate O-acyltransferase 2; *MYOT,* myotilin. *GAPDH,* glyceraldehyde-3-phosphate dehydrogenase.

How the deposited data were processed for this re-analysis (not part of the article)

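RNA of breast muscle from 4 broilers was measured, 2 of the Ammonia3 group and 2 of the Ammonia25 group, and the sample labels gave the group and replicate number of each. The authors trimmed the reads, mapped them to the chicken genome in TopHat and deposited FPKM values per RefSeq transcript, without pooling birds. The paper's text does not name the program that made the FPKM values. The paper names DEGseq for its differential expression, and its methods do not describe the adjusted values of S4 Table. DEGseq was not repeated because the deposited values hold no counts. The depth per bird is that of the paper's Table 2. No genome was used here, so no coordinates are given.

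The FPKM values were tested on the scale log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), over the 15341 transcripts of at least 0.6 FPKM in at least one of the 4 birds, with no covariate. A transcript met the criterion with an unadjusted P under 0.05 and a fold change of at least 2 either way. Adjusted P values are from limma with Benjamini-Hochberg adjustment. With 2 birds per group, an exact permutation test cannot pass a limit of 0.05, so none was run. Tables were made with pandas 2.3.3 and figures with matplotlib 3.10.9. On simulated values for 15341 transcripts, 200 of them changed by a log2 fold change of 2, the same fit put 99.8% of the changed transcripts past the criterion, beside a mean of 106 unchanged ones. At an adjusted P under 0.05 it called 99.2% of the changed transcripts, beside a mean of 22 unchanged ones. The simulated adjusted calls thus held more false ones than the limit implies. The simulated noise was normal, with SDs already moderated by limma. Only transcripts with a mean of at least 2 on the log2(FPKM + 1) scale were changed. These shares therefore do not give the power or the false calls for the real values.

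The replicate numbers in the sample labels gave the pairing used as a block. The paper describes no pairing, so the block is an alternative.

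Transcripts named in the text were chosen by a rule set before the data were examined. They are those of Table 3, those of S4 Table for genes of Table 4 or Fig 7 or for genes listed in both directions, and outside S4 Table the 5 largest rises and 5 largest falls with an unadjusted P under 0.05, a mean of at least 1 FPKM and both birds of one group beyond both birds of the other. One gene that the rule selects is not reported here. GAPDH is outside the rule, and was added as the internal control of the paper's qRT-PCR. At most a pair of unnamed transcripts is printed for each direction. Gene names came from S4 Table or, by transcript accession, from RefSeq's annotation of the GRCg7b broiler assembly, whose build is not that of the deposited values. Of the 36977 transcripts, 13188 matched a name there, and of the 163 in S4 Table, 90 did.

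Gene lists written before the data were examined were tested with limma's camera at an inter-gene correlation of 0.01, and against 10000 random lists matched on mean expression. Lists with fewer than 80% of their genes matched were void. These were cholesterol synthesis (62.5% matched), fast glycolytic fibre (45.0%) and blood (46.2%). Their main statistics had been computed and seen once before they were dropped. The camera P values were adjusted over the 4 lists that remained. The lists reported are slow and oxidative fibre, extracellular matrix, adipocyte, and atrophy and fasting response.

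The alternatives were another pseudocount, other filters, other scalings, eBayes without a trend, the replicate block, each bird left out, transcripts summed to genes, and other definitions of the fold change. The comparison of count tests planned for a file of counts was not run, since the values are FPKM.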

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

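The tests on summed transcripts below were chosen after the values were seen, and the test on other splits of the birds before its result was seen. The limits that define a switch in that test were chosen after the 3 transcripts described next were seen, which favours the real split. Each of the 3 transcripts with an adjusted P under 0.05 lies outside S4 Table, and the paper does not discuss them. XM_422138.4 (UBXN4) had 42.7 ± 0.27 FPKM (SD, n = 2) in the Ammonia3 group and 0.677 ± 0.457 FPKM in the Ammonia25 group, a log2 fold change of -4.73 (adjusted P = 0.00392 from limma). XM_003643210.2, which has no name in the tables used, was close to 0 FPKM in both Ammonia3 birds and had 48.7 and 34.3 FPKM in the Ammonia25 birds, a log2 fold change of 5.39 (adjusted P = 0.00332). XM_003643887.2, also unnamed, had a log2 fold change of -3.19 (adjusted P = 0.0492). Each was shown by 2 of 2 birds per group. None of the 3 calls is kept with only the transcripts of at least 0.6 FPKM in all 4 birds, a filter chosen after seeing the data, since that filter leaves all 3 out. All 163 transcripts of S4 Table meet that filter, and a list confined to it could not hold these 3.

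For UBXN4, reads may have been assigned to another transcript of the same gene. Summed over its 2 transcripts, the gene went from 85.7 to 70.3 FPKM, and its log2 fold change was -0.28, so the loss was of one transcript and not of the gene. The unnamed transcripts could not be summed in this way.

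Transcripts that switch on or off could also differ between birds for reasons unrelated to ammonia, such as a variant carried by some birds. With a switch defined as 5 FPKM or more in both birds of one side and at most 0.1 times the lower of these in both birds of the other, the real split of the birds held 4 switched transcripts. Another split, which put Ammonia3 replicate 1 with Ammonia25 replicate 2, also held 4. The third split held 0. At an adjusted P under 0.05, the real split gave 3 transcripts and the other splits 0 each, while at an unadjusted P under 0.05 the real split gave 832 and the others 925 and 455. With 3 splits in all, differences between birds are not excluded for these calls.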

How the results depend on the processing

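The main count of 293 transcripts past the criterion depended on the processing. It was 484 with a pseudocount of 0.1 (166 rose, 318 fell), 155 with no filter on low values (49 and 106), 104 with a mean of at least 5 FPKM (31 and 73), 124 with transcripts summed to genes (34 and 90) and 506 with the fold change as a ratio of mean FPKM (173 and 333). With 0.6 FPKM required in all 4 birds, a filter chosen after seeing the data, it was 174 (59 and 115). It stayed within 1.5 times the main count with either scaling, without a trend, with separated birds in place of P, and with the replicate block (397). The cause of these changes was not tested. More transcripts fell than rose under each of these settings. The settings also differed in how many were tested, so their counts do not share a base. Summing covered only transcripts with a gene name and tested 7317 genes, against 15341 transcripts in the main fit. With no filter 31736 transcripts were tested, and with a mean of at least 5 FPKM 6274.

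The number with an adjusted P under 0.05 was 3. It was 0 with no filter, where 1962 had an unadjusted P under 0.05, 0 with transcripts summed to genes (430 unadjusted) and 0 with 0.6 FPKM in all 4 birds (663 unadjusted). With the replicate block it was 123. The block leaves 1 residual degree of freedom beside 29.8 prior ones, and the pairing check gave a correlation of -0.073.

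The direction of the S4 Table transcripts was kept in all 163 under the alternatives that tested all of them, except for summed genes, where 155 kept it, and with each bird left out it was 163. The filters, eBayes without a trend and the replicate block leave each fold change as it is, so they do not test direction. Leaving out a bird cannot reverse the 159 transcripts with both birds of one group beyond both birds of the other. With a mean of at least 5 FPKM, 87 were tested, all 87 kept their direction and 60 met the criterion. The log2 fold change of MSTN kept its direction and met the criterion under every alternative fitted with all 4 birds, between 1.53 and 1.6. The filters, eBayes without a trend and the replicate block cannot change this value, so they do not test it. It ranged from 1.33 to 1.72 across the 4 comparisons that each left out one bird.

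With the transcripts of a gene summed, 5 named transcripts lost their direction. The change was all but gone for KHDRBS3 (-0.01), UBP1 (0.00) and the one listed as 42436 (-0.11), and had the opposite sign for ERP44 (0.45) and C23H1orf63 (-1.48). Among the other results for named transcripts, 27 values lost the criterion and 10 gained it, and 444 did not change. Of these losses, 13 came with no filter on low values.

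The median log2 fold change of the slow fibre list was -1.09, and -0.45 without the transcripts of S4 Table, where its adjusted P was no longer under 0.05. That of the atrophy list was -0.48 and then -0.02. Leaving out the S4 transcripts was chosen after seeing the data. Those transcripts were selected for change on the same 4 libraries, so leaving them out favours a weaker fall in the rest. The weaker falls of the slow fibre and atrophy lists therefore do not decide how far the fall reached beyond S4 Table. With one bird left out, the slow fibre list ranged from -1.84 to -0.55, the extracellular matrix list from -0.81 to -0.48, the adipocyte list from -0.93 to -0.47 and the atrophy list from -0.62 to -0.36. The extracellular matrix and adipocyte lists stayed past the threshold under every alternative fitted with all 4 birds. The adipocyte list had a median of -0.67 (adjusted P = 1.94e-05 from limma's camera), and -0.67 without the transcripts of S4 Table (adjusted P = 0.000252). Only 1 of its 13 transcripts is in S4 Table, so leaving that one out could hardly move the median and tests little. Both within-group correlations stayed above 0.92 under each alternative.

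With one bird left out, one arm has a single bird, so no counts or calls are given for those comparisons. The alternative planned for count files was not run. Without counts, sampling error cannot be separated from differences between birds, which limits calls for transcripts of low FPKM most.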

Differences from the paper's values

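The paper's count of differentially expressed genes is 163. Here 293 transcripts met the same limits of P and fold change, with 0.6 FPKM in at least 1 of the 4 birds. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with no filter on low values (155), quantile normalization (243) and transcripts summed to genes (124), and not under the others. The filter of 0.6 FPKM in all 4 birds, chosen after seeing the values, gave 174. All 163 transcripts of S4 Table meet this filter, so 174 is the count closer in filter to the paper's. For transcripts that fell, the paper's count is 96 and the count here was 204. No filter (106), a mean of at least 5 FPKM (73) and summed genes (90) came within 1.5 times of it, and the others did not. These settings tested 31736 transcripts, 6274 transcripts and 7317 genes, against 15341 transcripts in the main fit. A near count from them is therefore not a like comparison. For expressed transcripts, the paper's 11,095 was reached exactly with 0.6 FPKM in all 4 birds, where the limit as the paper words it gave 15341. As a way to count expressed transcripts this limit was set before the data were examined, and only its use as a filter for the tests was chosen after.

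For 14 of the 42 named transcripts of S4 Table, the log2 fold change differed from the paper's by more than the spread between birds. The following values are given as here and then as the paper's. With both a pseudocount of 0.1 and the ratio of mean FPKM, among the alternatives set before the data were examined, the gap closed for AGPAT3 (1.32 and 1.72), LOC396531 (1.78 and 2.29), ELN XM_003642386.2 (-1.58 and -2.01), TNXB (-1.1 and -1.81), COL15A1 (-0.65 and -1.1), HSD17B7 (0.85 and 1.24), AGPAT6 (0.64 and 1.27) and LSS (0.99 and 1.63). Leaving out Ammonia25 replicate 1 also closed it for AGPAT3 and COL15A1, leaving out Ammonia25 replicate 2 for LOC396531, leaving out Ammonia3 replicate 2 for ELN and TNXB, leaving out Ammonia3 replicate 1 for COL15A1, and summed genes for ELN. Only leaving out a bird closed it for MVD (0.79 and 1.01, without Ammonia3 replicate 2) and UBP1 XM_426018.4 (1.2 and 1.46, without Ammonia3 replicate 1). None of the alternatives set before the data were examined closed the gap for LOC101748992 (1.22 and 2.16), 42436 XM_004943064.1 (1.28 and 2.47), ISPD (1.08 and 1.4) or C23H1orf63 XR_213604.1 (0.57 and 1.34).

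The paper lists HTRA3, COL15A1, MVD, LSS, HSD17B7 and AGPAT6 among its differentially expressed genes, and on the log2(FPKM + 1) scale their log2 fold changes were -0.86, -0.65, 0.79, 0.99, 0.85 and 0.64, short of the criterion. By the ratio of mean FPKM, HTRA3 (-1.24), LSS (1.53) and HSD17B7 (1.15) met it. COL15A1 (-1.06) and AGPAT6 (1.05) reached a fold change of 2 in this way without an unadjusted P under 0.05, and MVD (0.85) did not reach it.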

Other observations

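The gene lists and their camera tests were set before the data were examined. The void lists were dropped after their values had been seen. The other tests in this part, and leaving the transcripts of S4 Table out of a list, were chosen after the values were seen. With the 4 birds split into other pairs, 175 transcripts met the criterion with Ammonia3 replicate 1 and Ammonia25 replicate 1 against the others, and 227 with Ammonia3 replicate 1 and Ammonia25 replicate 2 against the others, where the real split gave 293. So 1 of the 3 splits gave as many, and 3 splits cannot give a share under 0.05. At an unadjusted P under 0.05, the split with Ammonia3 replicate 1 and Ammonia25 replicate 2 gave 925 transcripts against 832 in the real split. That split also follows the scaling factors of the libraries, which were 0.976 and 0.906 for these birds and 1.07 and 1.06 for the others.

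The rise of MSTN was tested against scaling. Its lowest log2 fold change was 1.59 over the 2 scalings, so scaling does not account for it. Over the pseudocount and the filters the lowest value was 1.53, which tests nothing, since a filter leaves the fold change of a transcript as it is and the pseudocount is small beside its FPKM. Differences between the chambers, which held one group each, cannot be told apart from ammonia with any number of birds. Differences between birds cannot be told apart from ammonia with 2 birds per group.

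Transcripts of the slow and oxidative fibre list fell, with a median log2 fold change of -1.09 over 26 transcripts, 22 of which fell (adjusted P = 2.97e-12 from limma's camera, which treats transcripts and not birds as units). The spread of the list's median between birds of a group was 0.995. Scaling did not account for the fall, since the higher median of the 2 scalings was -1.02. A candidate explanation is that the pieces of muscle held different shares of slow-fibre tissue. Of the 14 transcripts of the list that fell by a fold change of 2 or more, 71.4% shared one order of the birds within the groups, with Ammonia3 replicate 1 above replicate 2 and Ammonia25 replicate 2 above replicate 1. Shared regulation would give the same order, so this explanation cannot be told apart from an effect of ammonia. The list holds CA3, MB and other transcripts of S4 Table.

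Extracellular matrix transcripts outside S4 Table fell too, with a median log2 fold change of -0.55 over 19 transcripts, 18 of which fell (adjusted P = 3.82e-08 from limma's camera). Their median was still -0.48 at the higher of the 2 scalings, so scaling does not account for it. Other technical explanations, such as a different share of connective tissue in the pieces, were not tested.

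Of the 4 genes that S4 Table lists in opposite directions, 3 changed less than 2-fold once their transcripts were summed, so assignment of reads between transcripts of one gene may lie behind those pairs of calls. The gene listed as C23H1orf63 still fell by 1.48 on the log2 scale. In total, 110 of the expressed transcripts had values identical to another transcript in all 4 birds.

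GAPDH (NM_204305.1), the internal control of the paper's qRT-PCR, had 11929 and 17067 FPKM in the Ammonia3 birds and 23423 and 16285 FPKM in the Ammonia25 birds, a log2 fold change of 0.45 (adjusted P = 0.975 from limma). This is more than the SD of 0.37 between birds of a group on that scale, but the groups overlapped. The difference was 0.16 with quantile normalization and 0.51 with median-of-ratios scaling, where the groups no longer overlapped. Quantile normalization gives each rank the same value in every bird. It can by itself narrow differences in very abundant transcripts, so the 0.16 does not test this one. The birds used for qRT-PCR were not analysed here.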
